A study of Homo sapiens with 6 samples. Its data were reported in "Zmiz1 is a novel regulator of lymphatic endothelial cell gene expression and function" (2024).

How the data were processed

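ATAC-Seq libraries, in which sequencing reads out how accessible the DNA is to a transposase, were made from human dermal lymphatic endothelial cells (HDLECs), primary cells that line lymphatic vessels of the skin. The cells had been transfected for 48 hours with 200 nM of either a non-targeting control siRNA pool or an siRNA pool against ZMIZ1. In this assay the Tn5 transposase cuts and tags DNA that is not wrapped in nucleosomes, so that fragments pile up over open chromatin. The labels gave 3 control siRNA and 3 ZMIZ1 siRNA samples.

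The authors aligned the reads to hg19 with Bowtie2 and called peaks with MACS2 in a commercial pipeline, and tested differential accessibility with DESeq2. The versions, the settings, the treatment of duplicate and mitochondrial reads and any shift of the read ends for the transposase were not stated. The single table analysed here is the only peak list of the series. Its title names Zmiz1, which may stand for the subject of the study or for a group. Its columns name neither a sample nor a group, and the methods do not say which libraries entered the call. The authors describe the spread of peaks over position classes for their data sets combined, so the list is taken as a pooled one, with the role of each library left open. For each peak the authors deposited the pileup signal (the number of fragments over the summit), the fold enrichment of that pileup over a background, the -log10 p-value and -log10 q-value of MACS2, and the length in bp. The coordinates are 1-based and closed on hg19. The deposited position class (promoter, exon, intron or intergenic) and the gene symbols came from an annotation step of the authors whose rules were not stated. Because no column names a single library, no total depth per sample and no replicate error could be given, and a peak's own pileup is the only depth behind its value.

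Planned tests of ZMIZ1 siRNA against control siRNA, and of the direction of change by position class, were not run, since they need a value per sample or a fold change between the groups. The number of columns of per-sample values was 0. The design had allowed for this case, in which the list is described and no test between groups is made.

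The background behind each peak was recovered as (pileup + 1) / (fold enrichment) - 1, which is how MACS2 defines the fold. With these backgrounds a Poisson upper tail gave back every listed -log10 p-value to within 0.00025. Shares are given with Wilson 95% confidence intervals, which cover the counting of peaks only. Fold enrichment was compared between promoter peaks and each other class on the log2 scale with a two-sided permutation test of the difference in medians (100000 resamples), with Benjamini-Hochberg adjustment over the 4 classes. Peaks are not biological replicates, and these tests describe the list.

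The reference was GRCh37, the same assembly as hg19, with GENCODE release 44 lifted to it. Contig names were matched through their GL numbers, and 1 peak on a haplotype sequence outside this reference had no sequence values. Peak midpoints were given a second class from GENCODE, taken in the order promoter (1000 bp upstream to 100 bp downstream of any transcript start), exon, intron and intergenic. The share of chromosomal peaks within 1 kb of a transcript start was compared with 100000 random windows that had the chromosomes and lengths of the peaks and no unknown bases, from whose share 10000 binomial draws were made. A second set of draws was matched on GC content of the surrounding 500 bp in bins of 2%. GC content was also measured in bands outside each peak. The copies of the central 32-mer of each peak in the assembly, on both strands, were counted for the peaks and for 2000 of the random windows, and shares were compared with two-sided Fisher's exact tests. The contig peaks were also compared with 500 random windows on each of the 19 contigs that hold a peak, with 10000 binomial draws from the share on each peak's own contig.

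The genes and peaks named were fixed before the data were examined: PROX1, ZMIZ1, FLT4, NR2F2, FOXC2, EFNB2 and VASH1, whether listed or not, and the 5 peaks with the highest score, for which fold enrichment was taken because the table is sorted by it. A list of 36 lymph vessel genes was also fixed beforehand. It was not tested for enrichment, because the table holds no regions that were tested and not called. Other peaks are named as chosen after their values were seen.

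Alternatives fixed beforehand were autosomes only, peaks with a -log10 q-value above the median of 2.53, peaks within 1 kb merged, and 1 peak per gene. That last setting kept 1 peak per distinct set of listed symbols, so a gene could remain at several peaks. Peaks without a symbol were all kept. Those added after the data were seen were the GENCODE classes, a q-value under 0.05, pileup in place of fold enrichment, other windows and gene sets around start sites, other peak sets for the background steps, random windows on the contigs, and a test that counts the error of the background. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, pysam 0.24.0 and samtools 1.23.1 were used. The scripts were tested on simulated data. The background step and fragment length were recovered in 4 of 4 simulated lists of 576 peaks. The permutation test called 5 of 200 unchanged sets and 200 of 200 sets shifted by 1 on the log2 scale. The conditional binomial test called 4.40% of 20000 unchanged sites at a p-value of 0.05 and 99.2% of sites raised 3-fold. Most simulated sites had far more background reads than the chromosomal peaks given this test, whose median was 5. None had a background chosen as the highest of several. These rates therefore do not carry over to those peaks at 1e-05.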

Results

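Open chromatin was mapped by ATAC-Seq in 3 HDLEC samples that received control siRNA and 3 that received ZMIZ1 siRNA, a design that asks whether less ZMIZ1 changes where DNA is accessible. The values analysed here are a list of 576 peaks called by MACS2 on hg19. Each peak has 1 value of each kind, so no replicate error can be attached to it. Which libraries that value covers is not stated. The comparison of ZMIZ1 siRNA with control siRNA was not analysed here, because the columns of the table are tied to neither group. A peak in this list is a region with more fragments than the background of the peak caller, and the list does not say in which group it was open.

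The peaks were few, short and shallow. Together they covered 51083 bp. Their median length was 78.5 bp (interquartile range 72 to 92), with a shortest peak of 68 bp and a longest of 464 bp. The median pileup was 13 fragments (interquartile range 11 to 25.3) and the median fold enrichment, as given by the authors, was 4.12 (interquartile range 3.30 to 4.89, range 1.25 to 8.56). The largest listed p-value was 8.8e-06 and the largest q-value was 0.0627. A q-value under 0.05 was held by 559 peaks, and 385 had a q-value under 0.01.

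The peaks separated by location. The 22 autosomes carried 456 peaks, at 8.37 to 29.2 peaks per 100 Mb. Unplaced, random and haplotype sequences carried 119 peaks, or 20.7% of the list (Wilson 95% CI 17.6 to 24.2), although the contigs of the reference make up 0.197% of its length. The 2 kinds of peak had different depths. On autosomes the median pileup was 12 fragments over a median background of 1.92 fragments per base, and the median fold enrichment was 4.45. On the contigs the median pileup was 206 over a background of 111, and the median fold enrichment was 1.69. The ribosomal DNA contig GL000220 alone held 33 peaks, with pileups of 310 to 578 and fold enrichments between 1.25 and 1.71. Another 29 peaks lay on GL000225. The contigs were singled out after their values were seen.

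**Figure D1:**
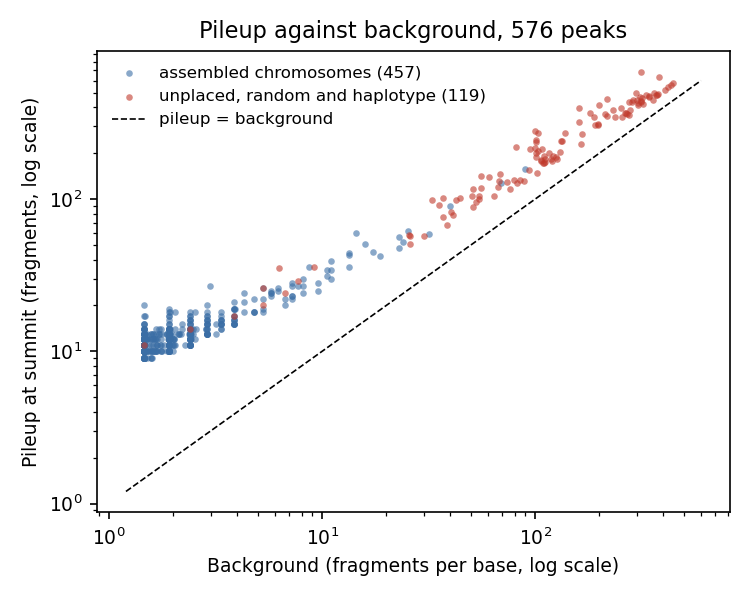
Pileup at the summit of each of the 576 peaks (y axis, fragments, log scale) against the background recovered behind it (x axis, fragments per base, log scale), with 1 point per peak, assembled chromosomes in blue and unplaced, random and haplotype sequences in red, and a dashed line where both are equal. Most chromosomal peaks sit near the lowest background of 1.45, while the contig peaks have a median background of 111 and lie closer to the line.

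A position class was deposited for 507 peaks. Most of these were intergenic or intronic. The intergenic class held 279 peaks, or 55.0% (Wilson 95% CI 50.7 to 59.3), and the intron class held 195, or 38.5% (CI 34.3 to 42.8). Promoters accounted for 19 peaks, or 3.75% (CI 2.41 to 5.78), and exons for 14, or 2.76% (CI 1.65 to 4.58). The remaining 69 peaks had no class. The alternative that moved the intron, intergenic and exon shares most was the GENCODE annotation, which covers chromosomal peaks only. It placed 54.5% of 457 peaks in introns (CI 49.9 to 59.0) and 35.7% in intergenic sequence (CI 31.4 to 40.2), where the deposited classes of the 456 autosomal peaks gave 41.4% and 52.4%. The promoter share moved most among peaks above the median -log10 q-value, to 2.73% (CI 1.26 to 5.82). The promoter share was 3.72% (CI 2.34 to 5.88) under GENCODE, within the interval of the deposited share. The promoter peaks were largely different ones. Of the 17 chromosomal peaks deposited as promoter, 4 were promoter in GENCODE, and 11 peaks deposited as intron were promoter there. In all, 343 of 457 peaks had the same class in both.

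**Figure D2:**
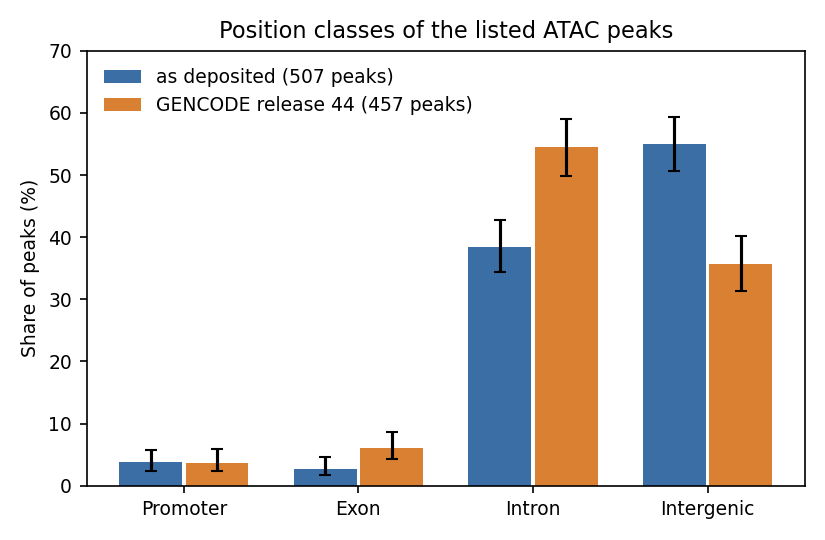
Share of peaks in each position class (y axis, percent) as deposited (blue, 507 peaks) and by GENCODE (orange, 457 chromosomal peaks), with Wilson 95% confidence intervals as error bars. Promoter and exon are the smallest classes in both, at most 6.13%, and intron and intergenic exchange places.

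No difference in fold enrichment between promoter peaks and the exon, intron and intergenic classes was detectable. Their median fold enrichment was 4.12 (n = 19), against 4.48 in exons (n = 14), 4.45 in introns (n = 195) and 4.21 in intergenic sequence (n = 279). The differences on the log2 scale were -0.12, -0.11 and -0.03, with adjusted p-values of 0.756, 0.653 and 0.756 by the two-sided permutation test. The peaks with no class had a lower median of 1.86 (n = 69), a difference of 1.15 with an adjusted p-value of 4e-05, the smallest that 100000 resamples allow over 4 classes. That last difference was between locations, since all of the unclassed peaks were on contigs. It changed sign when pileup was compared in place of fold enrichment, with a median of 12 fragments at promoters and 173 in unclassed peaks.

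The chromosomal peaks were next set against random windows of the same chromosomes and lengths. Within 1 kb of a transcript start lay 27 of 457 peaks, or 5.91% (CI 4.09 to 8.46). Random windows gave 8.29%, with 95% of draws between 5.91% and 10.9%. The ratio of 0.712 did not differ from 1 (two-sided p = 0.0751, from 10000 binomial draws). Windows matched on GC content gave 12.5% (95% of draws 9.63 to 15.5), and against these the ratio was 0.474 (two-sided p = 0.0001, the smallest that 10000 binomial draws can give). The GC content of the peaks was 54.2% ± 7.73 (SD over 457 peaks), compared with 41.4% ± 11.2 (SD over 100000 windows), and 434 of 457 peaks were above the median of the windows. In the 100 bp on either side of the peaks it was 50.3% ± 7.52, and between 500 and 1000 bp away it was 44.0% ± 6.57.

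None of PROX1, ZMIZ1, FLT4, NR2F2, FOXC2, EFNB2 and VASH1 was named at a peak. The study itself showed accessible chromatin at an intergenic and a promoter region of PROX1, and at FLT4, NR2F2, FOXC2, EFNB2 and VASH1. Their absence from this list therefore does not mean that these loci were closed, and the list lacks accessible sites that the study displayed. PROX1, which encodes a transcription factor of lymphatic identity, lies on chromosome 1 from 214156524 to 214214853 (GRCh37), and the nearest peak was 1.34 Mb away, from 212819493 to 212819571. For FOXC2 on chromosome 16 (86600435 to 86603334) the distance was 0.899 Mb, and for VASH1 on chromosome 14 (77227811 to 77249358) it was 1.57 Mb. The nearest peaks to EFNB2, NR2F2, FLT4 and ZMIZ1 were 4.29, 6.17, 10.3 and 11.4 Mb away. The 450 peaks with a gene symbol named 783 distinct symbols, and 161 of them named more than 1 gene. Of the 36 lymph vessel genes fixed beforehand, 1 was named. This was BMPR2, at a 72 bp intronic peak on chromosome 2 from 203416560 to 203416631, in intron 10 of 12 of the canonical transcript. Its pileup was 13 fragments over a background of 1.92, with a fold enrichment of 4.80 and a q-value of 0.00131. The central 32-mer of this peak occurs 32 times in the assembly, so this stretch is not unique to BMPR2. Whether longer reads over the peak are unique was not tested.

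The highest fold enrichment was found in UST, which encodes a sulfotransferase. This peak spans 138 bp on chromosome 6 from 149321138 to 149321275, in intron 5 of 7 of the canonical transcript and 32503 bp from the nearest transcript start. Its pileup was 20 fragments over a background of 1.45, a fold enrichment of 8.56 with a q-value of 7.62e-12. The reference sequence of the peak is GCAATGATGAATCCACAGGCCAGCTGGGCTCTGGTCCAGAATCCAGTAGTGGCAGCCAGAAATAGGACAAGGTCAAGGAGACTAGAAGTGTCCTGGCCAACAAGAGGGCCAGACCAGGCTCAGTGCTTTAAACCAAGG, with a GC content of 53.6%, and its central 32-mer is unique in the assembly. An intergenic peak listed with LOC650226 followed, on chromosome 7 from 56402858 to 56402959, at 7.34-fold and a pileup of 17. The third was an intergenic peak listed with PPM1A on chromosome 14 from 60786677 to 60786767, at 7.26-fold and a pileup of 17. The fourth was an intergenic peak listed with BLACE and INSIG1 on chromosome 7 from 155127785 to 155127856, at 7.07-fold and a pileup of 27 over a background of 2.96. Its sequence is a tandem repeat whose central 32-mer occurs 6 times in the assembly. The fifth, on chromosome 8 from 89693409 to 89693488, had no gene symbol, a fold enrichment of 6.85 and a pileup of 19. Among the chromosomal promoter peaks the highest fold enrichment was 5.42, at TLDC2 on chromosome 20 from 35504880 to 35504948, with a pileup of 20. This peak lies 373 bp from the nearest transcript start, inside intron 1 by the GENCODE class, and was named after its value was seen.

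Many of the backgrounds behind the peaks stood at a shared floor or on evenly spaced values. The lowest, 1.45 fragments per base, was shared by 134 peaks. Above it, 180 of the 292 backgrounds under 6 fell on whole multiples of 0.480, or 61.6%, where 0.0834% would by chance for a step named in advance. The step was searched for, and the best step found by the same search in simulated backgrounds with no such ladder held 3.6%.

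**Figure D3:**
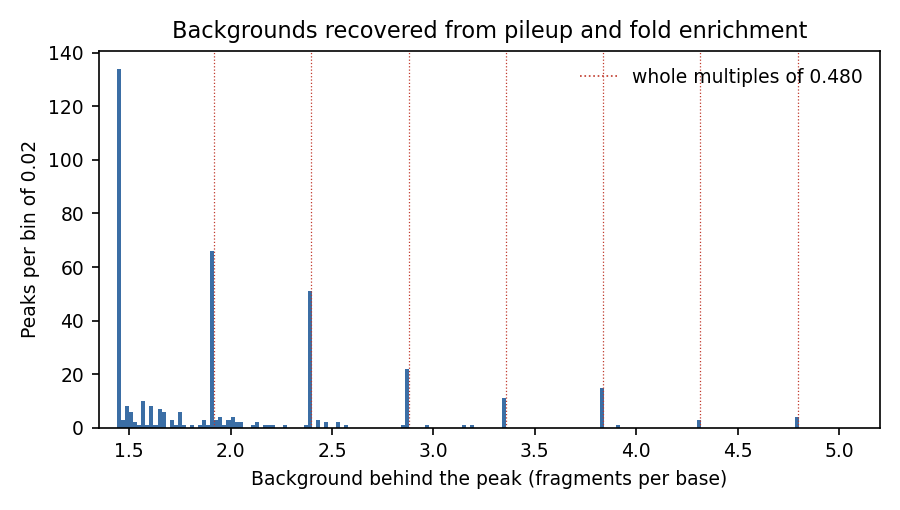
Number of peaks (y axis, per bin of background) by the background recovered behind the peak (x axis, fragments per base), with dotted lines at whole multiples of 0.480. The tallest bar is the floor of 1.45 with 134 peaks, and the next bars stand on the dotted lines.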

Values the study reported

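The study tied reduced accessibility after ZMIZ1 knockdown to 3639 genes, and increased accessibility to 1808 genes. In its RNA-Seq data it counted 2,228 differentially expressed genes. Reduced expression and reduced accessibility coincided at 170 genes, PROX1 among them, and increases in both coincided at 16.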

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

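The comparison of shared copies with chromosomal peaks was added after the peak list had been seen but before its own result was, the one with windows on the contigs once the share among the peaks was known, and the ratio of backgrounds after the result.

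A total of 69 peaks had no position class, and so stood outside the shares by class, yet they carried deep signal. They were drawn out because they are signal in data that the shares by class leave aside. Their number is a description and not a test. All 69 were on unplaced, random or haplotype sequences, where another 50 peaks did have a class. Their median pileup was 173 fragments over a median background of 99.3. The deepest, chosen after its value was seen, was on GL000216 from 163533 to 163603, with a pileup of 686 over a background of 315 and a fold enrichment of 2.18.

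A pair of technical readings was considered for the contig peaks. The central 32-mer occurred more than once in the assembly for 84 of 118 contig peaks, or 71.2%, and for 90 of 457 chromosomal peaks, or 19.7% (two-sided Fisher's exact p = 1.63e-25). Random chromosomal windows gave 14.9% of 2000, less than the chromosomal peaks (two-sided Fisher's exact p = 0.0128). An excess of shared copies over random windows was therefore not confined to contig peaks. Contig sequence is itself repetitive, since random windows on the same 19 contigs gave 50.9% (95% of draws 42.4 to 59.3). The share among the peaks was 1.40 times that share (two-sided p = 0.0001, the smallest that 10000 binomial draws can give), although the draws treat peaks on the same contig as independent. Reads shared between near-identical copies are a candidate source of part of these peaks, while the other 34 contig peaks had a unique 32-mer. The median background of the contig peaks was 76.2 times the genome-wide floor. Whether these sequences are present in more copies in the cells than in the assembly stays open, because the contigs were singled out for their high backgrounds and this ratio restates that. Whether either reading would raise the pileup above the background was not tested. No biological explanation was tested, because the list assigns no peak to control siRNA or ZMIZ1 siRNA.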

How the results depend on the processing

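No paired analysis was possible because the columns of the table carry no replicate number. For the same reason the other settings for the comparison of ZMIZ1 siRNA with control siRNA (another count model, other scalings, the block, filters, pseudocounts, leaving out each replicate, other thresholds and 1 count per gene), those for the direction of change by class, and those that need distances to start sites in the table were not run.

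The deposited class shares stayed within their confidence intervals for autosomes only, for peaks above the median -log10 q-value, with peaks within 1 kb merged and at a q-value under 0.05. With the GENCODE classes the promoter share also stayed, but exons rose to 6.13%, introns rose to 54.5% and intergenic peaks dropped to 35.7%. Among these, 69 of the 240 chromosomal peaks deposited as intergenic lay in GENCODE introns; beyond this the cause was not tested.

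The differences in fold enrichment between promoter peaks and the exon and intron classes kept their negative sign in each setting that compared fold enrichment, and none was past the threshold. The promoter minus intergenic difference became 0.030 among peaks above the median -log10 q-value. With pileup, which is another measure, in place of fold enrichment, the promoter minus exon difference became 0.063. Neither of these was past the threshold, and the cause was not tested. The promoter minus unclassed difference became -3.85 with pileup, since contig peaks are deep and have a high background. The ratio of peaks near a start site to random windows lay between 0.656 and 0.866 for a 3 kb window, for protein-coding genes and for autosomes, none past the threshold, and was 0.474 with GC-matched windows, where it passed.

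The count of peaks past a p-value of 1e-05 was lower with a test that also counts the error of the background. For 320 peaks the background was a whole number of background steps. The chance share of 0.0834% was given for backgrounds under 6, and none was given for the higher ones, which most contig peaks have. Each step was read here as 1 background read. A conditional binomial test, which also counts the error of those reads, left 101 of the 320 past 1e-05. On the chromosomes it left 19 of 212, with a median of 5 background reads per peak, and on the contigs 82 of 108, with a median of 229 reads. All 320 stayed under 0.05. The binomial tail includes the observed pileup, while the listed p-values count only higher ones, which by itself raises the binomial p-values. The test also took the step reads as the only estimate of the background. If MACS2 takes the highest of several estimates, those reads were chosen for being high and the others were left out. The error of the background may therefore be overstated. These parts of the drop were not separated. The chromosomal peaks started nearer to 1e-05, with a median listed p-value of 1.3e-07 against 1.85e-11 on the contigs, so these counts do not show which set the depth of the background limits more. The other peaks, whose background was the floor or on the finer step, were not tested in this way, and the UST peak is one of them. The step of 0.480 and the length it implied did not move with chromosomal peaks only or with backgrounds under 3. These sets kept 288 and 246 of the 292 backgrounds used for the step, so they test it little. The share on the step was 61.1% and 55.7% in them, against 61.6%.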

Other observations

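The tests of the background and of GC content by distance were chosen only after the results were seen. Those of placement around start sites, GC-matched windows included, were added after the peak list and its GC content had been seen, but before their own results were.

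The list may be a comparison of 2 libraries rather than a map of open chromatin. The reasoning rests on how MACS2 is generally known to work, which was not tested here, and on settings that are not stated. MACS2 takes the highest of a genome-wide floor and the read density in windows around the peak as the background. Without a separate background library it uses only the floor and the 10 kb window, and with one it also uses a window of a single fragment length and one of 1 kb. In the table, 61.6% of the backgrounds above the floor and under 6 stood on multiples of 0.480, against 0.0834% by chance and 3.6% for the best step in simulated backgrounds without a ladder, which argues against a background taken from the same reads. All 112 of the remaining backgrounds under 6 stood on multiples of a finer step of 0.00329, where 1.22% would by chance. If the finer step is a 10 kb window and the coarse step a single fragment, their ratio implies a fragment length of 68.6 bp. MACS2 by default drops peaks shorter than the fragment length. The shortest peak was 68 bp, slightly below the implied length, so the 2 values match approximately and not exactly. If MACS2 was run in this way, these values are consistent with a separate background library, in which each read weighed 0.480. Which library that was, and whether it came from control siRNA, ZMIZ1 siRNA or other DNA, stays open. If it was the other siRNA group, the list holds regions that were higher in 1 group, in 1 direction only.

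Few peaks lay at start sites. The share within 1 kb of a start was 0.712 of the random share, at the lower edge of what placement without regard to start sites gives, so that reading stays open. Base composition argues the other way, since GC-matched windows gave a higher share and the ratio fell to 0.474. The 27 peaks near a start had a median background of 2.88, against 1.92 for the 430 others (two-sided permutation p = 0.0003). This is consistent with a background library that is open at start sites, which would hold promoters off the list. A higher read yield of GC-rich sequence in any library could raise these backgrounds as well and was not separated from it.

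The peaks had GC-rich cores. The excess over random windows was 12.8 percentage points in the core, 8.90 in the adjoining 100 bp and 3.98 at 100 to 250 bp, where 31.0% of the core excess remained. Composition of single short fragments, such as a difference in amplification between libraries, predicted under 25%, and a wider GC-rich element predicted over 50%. The value lies between, so the readings cannot be told apart. Farther out the excess levelled off, at 3.26 points between 250 and 500 bp and 2.67 between 500 and 1000 bp. These were 25.4% and 20.8% of the core excess. The predictions did not set such a wide excess apart, so part of the 31.0% may belong to it.

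The genes with changed accessibility quoted from the study above were not recomputed, since they need the groups. The 783 symbols named at the peaks are a different measure. Of 693 peak and gene pairs matched to GENCODE, 99% lay within 101 kb of each other. PROX1 is not among them, and a test of its enhancer and promoter was not possible with this list.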
